A study of Mus musculus with 8 samples.

How the data were processed

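Single-cell RNA sequencing was done on endothelial cells that carry a YFP reporter. Male ROSA26-eYFP+/+ Cdh5-CreERT2+ mice, in which tamoxifen switches on YFP in endothelial cells, received tamoxifen in the food from 6 weeks of age for 2 weeks. From 8 weeks of age they ate normal chow (5.8% fat) or a high fat diet (60% fat) for 12 to 13 weeks, per the labels' protocols. Mesentery or epididymal adipose tissue of 6 mice was combined in each sample, and YFP-positive cells were sorted before 10x Genomics 3' libraries were made with about 5000 cells as the target. The sort gate is not given in the sources used here. The 4 groups are mesentery on chow, epididymal adipose on chow, mesentery on high fat diet and epididymal adipose on high fat diet, with 2 libraries each. The labels say that the whole experiment was carried out again to give replicates A and B, called runs A and B here. A library is 1 pool of mice, so n is 2 pools per group, and cells are not counted as replicates.

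The authors deposited UMI counts per gene and barcode, with no normalisation. Per the file headers, the counts of run A carry software version 3.0.2 and those of run B version 5.0.0 of Cell Ranger, so the runs differ in their processing as well as in their mice. The genome build and the annotation are not given in the sources used here, so no coordinates are printed. The feature lists of the runs differ, and the 30406 gene identifiers in both lists were used; they hold 99.58 to 99.93% of the UMIs of each library. Symbols were taken from the feature lists, and 62 symbols that belong to more than 1 identifier were kept apart by the identifier. The reporter itself is in neither list. The deposited barcodes have at least 414 to 503 UMIs per library, so a step that calls cells had been applied, and its settings are not given in the sources used here. Cells with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial counts were used, which left 23996 of 27944 barcodes. The mitochondrial limit alone took out 22.8 to 30.8% of the barcodes of the run A libraries and 5.4 to 8.8% of those of run B.

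Doublets were scored per library with Scrublet as built into scanpy 1.11.5. The automatic threshold marked 59 cells (0.25%), so the threshold was set instead, after the scores had been seen, to call about as many cells as the loading of each library leads one to expect. This removed 944 cells (3.93%). Cells were clustered on 2000 variable genes that left out the lipid handling and autophagy lists below, mitochondrial genes and ribosomal protein genes. Counts were log-normalised and scaled within each run. From 30 principal components the difference between the runs was removed with a re-implementation of the Harmony scheme, and Leiden clustering (leidenalg 0.10.2, resolution 1.0) was run on a graph of the 20 nearest neighbours. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

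The 27 clusters were named from marker lists fixed in advance, with "-like" added because the names are rebuilt here and may differ from those of the study. A cluster took the class in which at least 3 markers were raised 1.5-fold or more, with a mean log2 fold of the markers of at least 0.5. It stayed unnamed if more of its 10 leading genes were markers of another class, if its endothelial markers went against the name, or if its cells had under 1/3 of their library's median UMIs and no marker of the class among the leading genes. Clusters 12, 15 and 24 met the limits on markers and stayed unnamed by these conditions. A cluster counted as endothelial at a mean log-normalised level of the endothelial markers of at least 0.75. The limits were set after the clusters had been seen. Clusters 1 and 16 are arterial-like, clusters 3, 4, 8 and 22 capillary-like, clusters 6, 7 and 17 venous-like, and clusters 5, 13 and 27 lymphatic-like. Clusters 2, 12, 14, 15, 21 and 25 carry endothelial markers and no class name, and they count among all endothelial cells only. No cluster was named proliferating-like.

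Raw counts were summed per library over arterial-like, capillary-like and all endothelial cells. Each class was tested with edgeR's quasi-likelihood test on all 8 libraries, with TMM normalisation, filterByExpr and 1 mean per group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested. Both diets were compared within each tissue and both tissues within each diet, and the interaction asks whether the diet effect differs between the tissues. Log2 fold changes are given with standard errors, and CPM values of genes come from the summed counts of a library, scaled by its TMM factor.

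The run letters pair the samples, because the labels describe them as repeats of one experiment. Deviations from the group means correlated between groups of the same run, with a correlation across genes of 0.50 to 0.64 over 6 pairs of groups in arterial-like cells, 0.58 to 0.81 in all endothelial cells and 0.34 to 0.46 in capillary-like cells. The first principal component, with 48.2, 58.5 and 42.1% of the variance, separated the runs in these 3 sets of sums. The design fixed before the data were examined has no term for the run, and the fit with the run as a block is the alternative printed beside it.

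The tests were tried on simulated counts with the real means and library sizes, in which 200 genes were changed by 2 on the log2 scale between the diets in the mesentery. With the real spread between libraries and no run difference, edgeR recovered 21 of them (10.5%) with 0 false calls among 10214 genes of arterial-like cells, 10.5% with DESeq2 and 16.0% with limma-voom. In capillary-like cells edgeR recovered 0.5% and in all endothelial cells 2%. With the run difference of the real sums, edgeR without the block recovered 0 of 200 in arterial-like cells, and with the block 176 (88%) with 9 false calls among 10166 genes. DESeq2 recovered 25% and 72.5% of them without and with the block, and limma-voom 0 and 76.5%. In capillary-like cells edgeR recovered 0 and 71%. In the same simulation the lipid handling list was shifted by 1 on the log2 scale. It had a median of 0.973 and a camera p of 3.11e-15, and the unshifted autophagy list had a camera p of 0.649. Genes were drawn independently around their means, so this does not test camera where the genes of a list vary together.

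Shares of endothelial cells in each class were compared with limma on the logit of the share after adding 0.5 to the counts, with 8 tests of diet and 4 of the interaction. Intervals of single shares are exact Clopper-Pearson 95% intervals and cover counting error only. The distance between arterial-like cells of a library is the mean of 1 minus Pearson's correlation over pairs of cells. Cells were thinned to 1000 UMIs, the same number of cells was drawn 20 times from each library, and the 1000 most variable genes were used. As in the clustering, these left out the lipid handling and autophagy lists, mitochondrial genes and ribosomal protein genes, and so did the genes used for mixing. The 4 differences between diets (2 tissues by 2 runs) went into a two-sided exact sign-flip permutation test, whose smallest p is 0.125. Mixing is the percentage of the 15 nearest neighbours of an arterial-like cell that come from the other tissue, for equal numbers of cells of the mesentery and adipose library of the same run and diet, thinned to 1000 UMIs, in 20 principal components. It has 2 values per diet and no test. A list of lipid handling genes and a list of autophagy genes, fixed before the data were examined, were tested with camera from limma at its preset correlation, with adjustment over the 4 tests. Each tissue's diet effect was tested.

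Genes named in the text follow a rule fixed before the data were examined. For each diet effect in arterial-like cells, up to 4 higher and 4 lower genes with the largest change are named among the called genes that changed the same way in both runs and reach a mean of 10 CPM in one group. For tissue differences it is 3 higher and 3 lower genes. Where no gene is called, the 2 genes with the smallest p under these conditions are named. Cell type markers, mitochondrial genes and ribosomal protein genes are never named by the rule. Cd36, Fabp4, Lpl, Gpihbp1, Cav1, Nos3, Pparg, Atg3, Sqstm1 and Map1lc3b are named whatever their values. edgeR with the filter on low counts called no gene without the block in these comparisons. The rule was therefore also applied to its fit with the block, a step chosen after the values were seen. Where a gene has 0 counts over a group, the fold is a lower bound against 3 counts over the group. With 1 to 3 counts, the ratio of the groups' counts, each over the group's total counts, is given with its exact 95% counting interval.

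The alternatives were another normalisation (RLE), no filter on low counts, DESeq2, limma-voom, doublets kept, a stricter cell filter (1000 UMIs, 500 genes, 5% mitochondrial counts), clustering resolutions 0.5 and 2.0, the run as a block, and leaving out each library in turn. For distance and mixing, the depth, the number of genes, neighbours and components, and the kind of distance were changed. Added after seeing the data were these alternatives combined with the block, fry with the block, cluster 1 alone, and distance and mixing without genes of other cell types. Correlations and covariances between the runs, also added, are taken over the tested genes with a mean of at least 10 CPM in arterial-like cells, on differences of log2 CPM plus 1. A gene of another cell type is one at 50 CPM or more in that class, for non-endothelial classes of at least 200 cells. It is also at least 5-fold higher there than the median of the arterial-, capillary-, venous- and lymphatic-like classes. A gene high in arterial-like cells alone can thus be listed. Lists of 269 adipocyte, 278 macrophage, 326 fibroblast, 136 mural, 195 B cell and 188 T cell genes resulted. The adipocyte list also holds the haemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, which are not genes of adipocytes. The fibroblast list draws on cluster 23 too, which has 4 of 7 fibroblast markers raised, 0 of them among its 10 leading genes, and stayed unnamed under the stricter cell filter. A class of a library with fewer than 20 cells is left out of the sums, which applied only to capillary-like cells of mesentery on high fat diet in run A under the stricter cell filter. An integrated object that the labels mention and the lung used for setting the sort were not used here.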

Results

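The series holds 8 single-cell libraries of YFP-positive cells sorted from the mesentery and the epididymal adipose tissue of mice on normal chow or a high fat diet, 2 libraries (runs A and B) in each of 4 groups. Total UMIs were 6714473 in mesentery on chow A, 4039642 in adipose on chow A, 3914441 in mesentery on high fat diet A and 3461360 in adipose on high fat diet A. The run B libraries, in the same order, had 24376694, 36779289, 18829960 and 27907847 UMIs. The libraries of run A held 1352 to 2780 barcodes with a median of 1161 to 2677 UMIs each. Those of run B held 3189 to 6218 barcodes with a median of 3185 to 4340 UMIs. Total UMIs thus differed more between the runs of a group than between the groups of a run.

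The title of the series asks about heterogeneity of endothelial cells in arteries, so the classes of endothelial cells were compared first. Shares are percentages of the endothelial cells that passed the sort for YFP, with called doublets removed. Arterial-like cells made up 15.73% ± 2.78 (SD, n = 2) in mesentery on chow and 20.26% ± 4.67 (SD, n = 2) on high fat diet, and 14.92% ± 1.91 (SD, n = 2) and 15.66% ± 5.3 (SD, n = 2) in adipose. Capillary-like cells made up 15.26% ± 16.31 and 22.54% ± 23.88 in mesentery and 23.33% ± 20.97 and 25.32% ± 11.41 in adipose. Their largest cluster, 3, was spread over the run B libraries, while cluster 4 came mostly from adipose on chow B and cluster 8 mostly from the run B libraries on high fat diet. Lymphatic-like cells made up 16.96% ± 12.1 and 29.75% ± 34.58 in mesentery and 20.04% ± 23.04 and 18.32% ± 17.95 in adipose. Venous-like cells made up 31.36% ± 17.56 in mesentery on chow, where cluster 7 held most of them, and 11.42% ± 2.01 on high fat diet. In adipose they made up 13.34% ± 5.01 and 17.57% ± 7.5. Endothelial cells without a class name, left unnamed by limits set after the clusters had been seen, made up 20.69% ± 10.56 and 16.03% ± 4.02 in mesentery and 28.38% ± 5.18 and 23.14% ± 8.74 in adipose.

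The venous-like share of mesentery was 43.78% of 1286 endothelial cells on chow A (exact 95% interval 41.05 to 46.54%) and 18.95% of 3895 on chow B (17.73 to 20.21%). On high fat diet it was 10.0% of 690 (7.86 to 12.48%) in run A and 12.84% of 2453 (11.54 to 14.23%) in run B. It was thus lower on high fat diet in both runs. Cluster 7 fell from 36.86 to 5.36% of the endothelial cells in run A and from 12.84 to 2.73% in run B. Cluster 6 fell from 6.92 to 4.35% in run A and rose from 6.03 to 10.11% in run B. Over the 8 tests of diet in 4 classes and 2 tissues, 0 shares passed an adjusted p of 0.05 with limma. The venous-like share in mesentery changed by -1.20 ± 0.58 (SE) on the logit scale, with a limma adjusted p of 0.685. It was -0.60 without mesentery on chow A and -1.80 without mesentery on chow B. The fit with the run as a block gave the same change and a limma adjusted p of 0.198. The arterial-like share in mesentery changed by 0.30 ± 0.41 on the logit scale and was higher in both runs, with a limma adjusted p of 0.95. The alternative that moved it most was clustering resolution 2.0, at -0.09. Interaction tests of the 4 classes also gave 0 calls, and the venous-like share had the smallest limma adjusted p, 0.464.

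**Figure D1:**
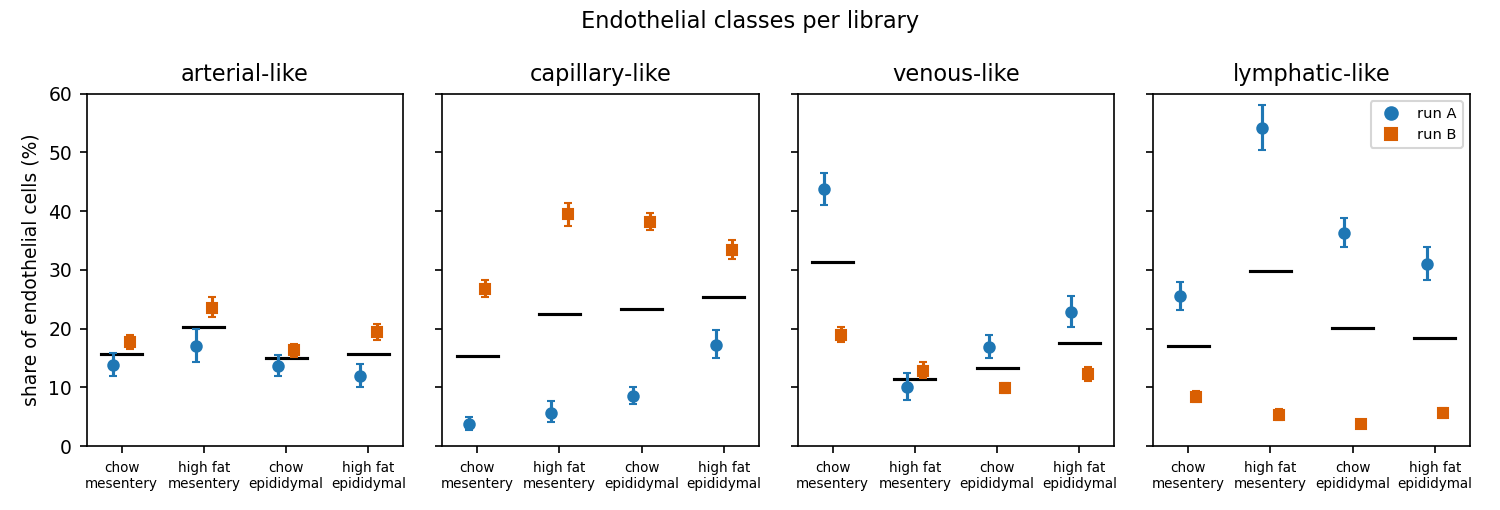
Percentage of endothelial cells in each class (y axis) for each group (x axis), with 1 point per library, its exact 95% interval as a bar and the group mean as a line. The venous-like points of mesentery on chow, 43.78 and 18.95%, lie above those on high fat diet, 10.0 and 12.84%.

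Within the arterial-like class, cluster 16 held 66.7% and 31.9% of the cells of mesentery on chow in runs A and B, and 23.9% and 4.3% on high fat diet. In adipose it held 10.9% and 3.9% on chow and 4.1% and 1.4% on high fat diet. Cluster 1 held the rest. Different clusters therefore held most of the class in mesentery on chow A and in the other 7 libraries, and the comparisons of the class are given beside those of cluster 1 alone, chosen after seeing the data.

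The diet effect on gene expression in arterial-like cells of the mesentery was tested first. edgeR called 0 of 10487 genes, with 186 at an unadjusted p under 0.05. DESeq2 called 1, Depp1, named after its value was seen, and limma-voom called 0. Without the filter on low counts, the alternative without a block that moved the result most, edgeR called 59. When the run was a block, edgeR called 264 genes, 98 higher and 166 lower on high fat diet. With the block DESeq2 called 109, limma-voom 123, and edgeR on cluster 1 alone 56, of which 45 were among the 264. Of the 166 lower genes, 52 (31.3%) were genes of other cell types, and of the 98 higher genes 11 (11.2%). Such genes were 6.3% of the genes tested. They are defined against the median of the endothelial classes, so a gene high in arterial-like cells alone can be among them. Over 8150 genes, the log2 differences of the runs between diets had a correlation of 0.208 in the class and of 0.008 in cluster 1 alone. The count with the block rested on single libraries. It was 13 without mesentery on high fat diet B, 90 without mesentery on chow B, 144 without adipose on chow B, 169 without adipose on high fat diet B and 505 without mesentery on chow A. Without the other 3 libraries it was 289 to 325.

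By the rule for naming genes, the smallest p values of this comparison belonged to Reck (ENSMUSG00000028476) and Bmp4 (ENSMUSG00000021835). Reck was at 12.54 ± 2.59 CPM (SD, n = 2) on high fat diet and 67.6 ± 0.78 CPM (SD, n = 2) on chow, a log2 change of -2.51 ± 0.47, lower in both runs, with an edgeR adjusted p of 1 and of 0.00027 with the run as a block. Bmp4 was at 41.62 ± 2.13 and 114.7 ± 4.33 CPM, a log2 change of -1.47 ± 0.28, lower in both runs, with an edgeR adjusted p of 1 and of 0.00111 with the block. Applied to the fit with the block, the rule had 226 of the 264 calls to choose from. The genes with the largest rises on high fat diet were Inhbb (ENSMUSG00000037035, log2 change 3.15 ± 0.43), Depp1 (ENSMUSG00000048489, 2.70 ± 0.41), Halr1 (ENSMUSG00000085412, 2.68 ± 0.41) and Cst6 (ENSMUSG00000024846, 2.67 ± 0.41), with edgeR adjusted p from 0.000405 to 0.00101 in that fit. Depp1 was at 340.2 ± 226.3 CPM on high fat diet and 38.12 ± 17 CPM on chow, and the other 3 genes at 25.25 to 28.49 CPM and 2.65 to 5.87 CPM, with only 1 to 6 counts per library in run A. Those with the largest falls were Sdc2 (ENSMUSG00000022261), Col4a4 (ENSMUSG00000067158), Perp (ENSMUSG00000019851) and Serpina1e (ENSMUSG00000072849), with edgeR adjusted p from 0.00681 to 0.028 with the block. Sdc2 had 1 count on high fat diet and 33 on chow, a ratio of 31.05 (95% counting interval 5.2 to 1263). Col4a4 and Perp had 3 counts each on high fat diet and 49 on chow, a ratio of 15.4 (4.96 to 77.1). Serpina1e fell by 3.35 ± 0.65 on the log2 scale with the block, from 41.24 ± 2.94 to 6.99 ± 6.38 CPM.

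Among the 10 genes set in advance, edgeR called 0 in the mesentery without the block, each with an adjusted p of 1. With the block edgeR called Cd36 (ENSMUSG00000002944, log2 change 1.56 ± 0.23, adjusted p 0.000867), Fabp4 (ENSMUSG00000062515, 1.62 ± 0.24, 0.00073), Gpihbp1 (ENSMUSG00000022579, 1.36 ± 0.32, 0.0258) and Pparg (ENSMUSG00000000440, 1.43 ± 0.29, 0.0114) as higher on high fat diet and Nos3 (ENSMUSG00000028978, -0.89 ± 0.20, 0.0211) as lower. Each changed the same way in both runs. Cd36 was at 391 and 4111 CPM on high fat diet and 103 and 1642 CPM on chow in runs A and B, so the runs differed more than the diets. Fabp4 was at 4513 and 33790 CPM on high fat diet and 1156 and 13100 CPM on chow. Without a block, leaving out mesentery on high fat diet B turned the changes of Cd36, Fabp4 and Gpihbp1 to -1.15, -0.65 and -1.87. Lpl (ENSMUSG00000015568) changed by 1.16 ± 0.39 with the block, with an edgeR adjusted p of 0.171. The block changes of Cav1 (ENSMUSG00000007655), Atg3 (ENSMUSG00000022663), Sqstm1 (ENSMUSG00000015837) and Map1lc3b (ENSMUSG00000031812) were 0.27, 0.08, -0.37 and 0.14, with edgeR adjusted p from 0.774 to 0.991.

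In arterial-like cells of epididymal adipose, edgeR called 0 of 10487 genes between the diets, with 61 at an unadjusted p under 0.05. DESeq2 called 1, Cdo1, named after its value was seen, limma-voom 0, and edgeR without the filter on low counts 21. When the run was a block, edgeR called 40 genes, 10 higher and 30 lower on high fat diet. With the block DESeq2 called 2 (Cdo1 and Tmem252), limma-voom 0, and edgeR on cluster 1 alone 43, of which 32 were among the 40. Genes of other cell types were 22 of the 30 lower genes (73.3%) and 7 of the 10 higher ones (70%), 3 of these being the haemoglobin genes Hba-a1, Hbb-bs and Hbb-bt, singled out after their values were seen, against 6.3% of the genes tested. The correlation of the runs over 8150 genes was 0.035. The count with the block was 0 without adipose on chow B and 1 (Cxcl9, named after its value was seen) without adipose on high fat diet B. It was 61 without adipose on chow A, 66 without mesentery on chow B, 75 without mesentery on high fat diet A and 136 without mesentery on chow A. Cdo1 (ENSMUSG00000033022) and Bmp4 are the genes the rule names. Cdo1 had 2 counts on high fat diet and 343 on chow, a ratio of 119 (95% counting interval 32.8 to 988), with an edgeR adjusted p of 1 and of 5.28e-05 with the block, and was lower in both runs. Bmp4 was at 30.39 ± 4.86 CPM on high fat diet and 79.9 ± 2.18 CPM on chow, a log2 change of -1.44 ± 0.30, lower in both runs, with an edgeR adjusted p of 1 and of 0.00885 with the block.

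Applied to the fit with the block, the rule had 14 of the 40 calls of adipose to choose from. The largest rises were those of Ccl6 (ENSMUSG00000018927, log2 change 4.02 ± 0.81), Cst6 (1.82 ± 0.35), Slc26a10 (ENSMUSG00000040441, 1.77 ± 0.35) and Tmem252 (ENSMUSG00000048572, 1.31 ± 0.22), with edgeR adjusted p from 0.00803 to 0.0263. Ccl6 is a leading gene of the macrophage-like cluster, and 50 of its 53 counts on high fat diet were in run B. In run A these 4 genes except Tmem252 had 0 to 3 counts per library. Tmem252 is a leading gene of venous-like cluster 6. In adipose that cluster rose on high fat diet from 7.83 to 14.73% of endothelial cells in run A and from 5.51 to 9.84% in run B. RNA of venous-like cells in the arterial-like sums was not tested. Beside Cdo1, the largest falls were those of Cfd (ENSMUSG00000061780, -6.48 ± 0.41), Car3 (ENSMUSG00000027559, -5.51 ± 0.38) and Cyp26b1 (ENSMUSG00000063415, -4.45 ± 0.81), with edgeR adjusted p from 3.24e-08 to 0.0115. Cdo1, Cfd and Car3 are leading genes of the adipocyte-like cluster. Cfd was at 597.2 CPM on chow B and 6.89 CPM on high fat diet B, and had 4 and 0 counts in run A. Among the 10 genes set in advance edgeR called 0 in adipose without and with the block. Their block changes ranged from -0.24 (Nos3) to 0.88 (Cd36), with edgeR adjusted p from 0.212 to 1. The difference between the tissues is given by the interaction.

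The interaction of tissue and diet in arterial-like cells had 0 calls with edgeR, with 35 of 10487 genes at an unadjusted p under 0.05, and 0 with DESeq2 and with limma-voom. Without the filter on low counts edgeR called 3, Car3, Spp1 and Retn, named after their values were seen. The fit with the run as a block called 1 gene, Car3. Effects found in the mesentery and not in adipose are thus not shown to differ between the tissues for any other gene in that fit. DESeq2 and limma-voom called 0 with the block. The count with the block was 0 without adipose on chow B, without mesentery on high fat diet B and without adipose on high fat diet B, 4 without adipose on high fat diet A (Car3, Spp1, Gja1 and Retn, named after their values were seen), 13 without mesentery on chow B, 17 without adipose on chow A, 28 without mesentery on high fat diet A and 108 without mesentery on chow A.

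The tissues were compared on each diet to ask how far arterial-like cells of the mesentery and of adipose differ. On chow edgeR called 0 of 10487 genes, with 223 at an unadjusted p under 0.05, DESeq2 and limma-voom called 0, and edgeR without the filter on low counts called 89. On high fat diet edgeR called 0, with 50 at an unadjusted p under 0.05, DESeq2 and limma-voom called 0, and edgeR without the filter called 24. In the fit with the run as a block, edgeR called 305 genes on chow, 162 higher and 143 lower in mesentery, and 12 on high fat diet, 6 higher and 6 lower. With the block DESeq2 called 166 and 7, and limma-voom 180 and 0. In cluster 1 alone, edgeR with the block called 55 on chow, 43 of them among the 305, and 15 on high fat diet. Genes of other cell types were 21.6% of the higher and 20.3% of the lower calls on chow. The count on chow was 7 without adipose on chow B, 119 without mesentery on chow B and 595 without mesentery on chow A. The count on high fat diet was 9 without adipose on chow B, 1 without mesentery on high fat diet B (Nkx2-3), 1 without adipose on high fat diet B (Cxcl9, named after its value was seen), 19 without adipose on chow A, 23 without mesentery on high fat diet A, 32 without mesentery on chow B and 77 without mesentery on chow A.

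**Figure D2:**
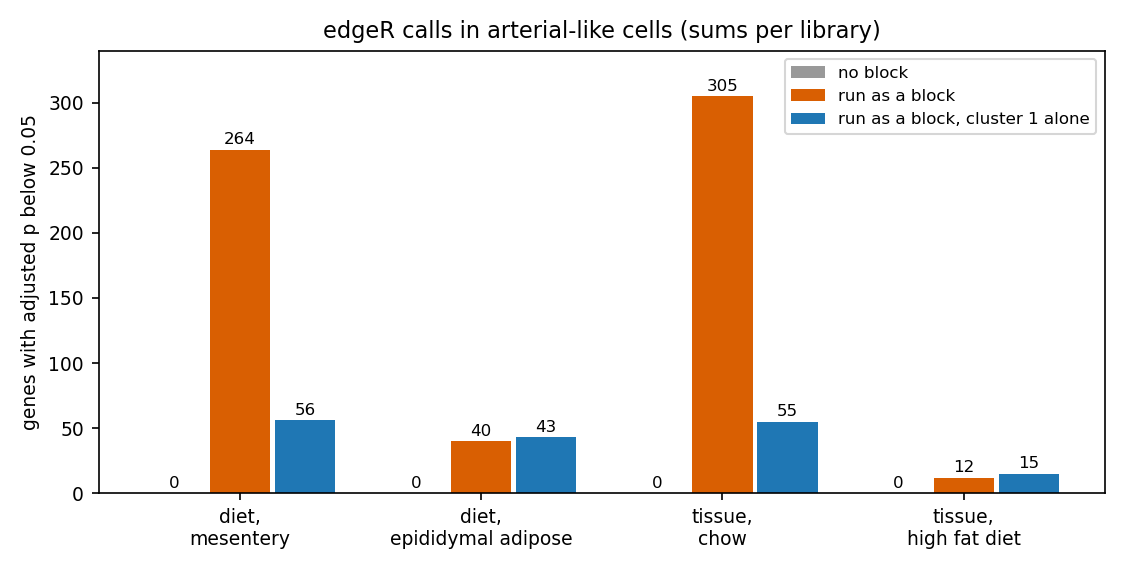
Genes called by edgeR at an adjusted p under 0.05 (y axis) in arterial-like cells for each comparison (x axis), without a block, with the run as a block, and with the block in cluster 1 alone. The tissue difference on chow has 0, 305 and 55 calls and that on high fat diet 0, 12 and 15.

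Between tissues on chow, the rule named Nkx2-3 (ENSMUSG00000044220) and Ednrb (ENSMUSG00000022122). Nkx2-3 had 694 counts in mesentery and 0 in adipose, at least 290.2-fold higher, with an edgeR adjusted p of 1 and of 2.41e-07 with the block, and was higher in both runs. Ednrb was at 38.5 ± 9.33 CPM in mesentery and 176.1 ± 48.5 CPM in adipose, a log2 difference of -2.19 ± 0.43, lower in both runs, with an edgeR adjusted p of 1 and of 5.43e-05 with the block. In the fit with the block, 260 of the 305 calls met the conditions, and Igkc (ENSMUSG00000076609, at least 37.6-fold higher) and Gm20467 (ENSMUSG00000092250, at least 18.0-fold higher) followed Nkx2-3, with edgeR adjusted p of 0.000864 and 0.0034. Igkc is an immunoglobulin gene with 88 of its 90 counts in run B. Lower in mesentery were Hpgd (ENSMUSG00000031613), Gm609 (ENSMUSG00000053182, log2 difference -4.24 ± 0.74) and Col28a1 (ENSMUSG00000068794, -3.24 ± 0.59), with edgeR adjusted p from 0.000548 to 0.00285. Hpgd had 1 count in mesentery and 107 in adipose, a ratio of 85.3 (95% counting interval 14.99 to 3401). On high fat diet the rule named Nkx2-3, with 216 counts in mesentery and 1 in adipose (ratio 200.2, interval 35.5 to 7942), and Ssbp2 (ENSMUSG00000003992, log2 difference -1.35 ± 0.35), both with an edgeR adjusted p of 1. With the block Nkx2-3 had an edgeR adjusted p of 3.31e-05 and Ssbp2 of 0.25. In that fit 5 of the 12 calls met the conditions: Nkx2-3, Ccn3 (ENSMUSG00000037362, 98 counts against 2, ratio 45.4, interval 12.2 to 380.2), Pcolce2 (ENSMUSG00000015354, log2 difference 3.38 ± 0.44), Gm1673 (ENSMUSG00000070858, -2.04 ± 0.34) and Meis2, a further higher gene named after its value was seen. Ccn3, Pcolce2 and Gm1673 had edgeR adjusted p from 0.000713 to 0.0214. Of the 6 lower calls, 4 were the haemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, which form near-identical pairs with uncertain counts. The rule never names them, and they were singled out after their values were seen. Without adipose on high fat diet B and without a block, the difference of Gm1673 was 1.21.

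In all endothelial cells, edgeR called 0 of 13442 genes in each of the 5 comparisons. At an unadjusted p under 0.05 were 279 genes for diet in mesentery, 78 for diet in adipose, 453 and 84 for tissue on chow and on high fat diet, and 79 for the interaction. limma-voom called 0 in all 5, and DESeq2 called 2, 2, 87, 7 and 0. The DESeq2 genes of the diet effects were Rnf152 and Cyp26b1 in mesentery and Cyp26b1 and Glycam1 in adipose, named after their values were seen. With the run as a block edgeR called 3 genes in mesentery (Pck1, Gucy1a1 and Cfd, lower on high fat diet) and 2 in adipose (Pck1 and Cfd, lower). It called 4 between tissues on chow (Gucy1a1, Csf1, Myof and Nkx2-3, higher in mesentery) and 0 on high fat diet and for the interaction, where 272 and 449 genes had an unadjusted p under 0.05. These genes too were named after their values were seen. All endothelial cells include the unnamed clusters 12 and 15, in which all 4 adipocyte markers are raised. In run B cluster 12 held 181 cells of mesentery and 282 of adipose on chow and 0 and 0 on high fat diet, and cluster 15 held 103 and 366 on chow and 5 and 2 on high fat diet. Glycam1 is a leading gene of cluster 25, which held 2 cells of adipose on high fat diet B and 0 in the other adipose libraries. Nkx2-3 and Myof are leading genes of cluster 7. On chow that cluster held 474 and 500 cells of mesentery and 2 and 16 of adipose in runs A and B. The calls for diet and tissue do not separate these differences in composition from changes within the other cells.

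In capillary-like cells, edgeR called 0 of 10706 genes for diet in mesentery, with 55 at an unadjusted p under 0.05, and 0 in adipose, with 87. DESeq2 and limma-voom called 0 in both tissues, and edgeR without the filter on low counts called 21 and 23. In the fit with the run as a block, edgeR called 68 in mesentery, 13 higher and 55 lower on high fat diet, and 93 in adipose, 42 higher and 51 lower. With the block DESeq2 called 3 (Igfbp3, Cfd and Esm1) and 10, and limma-voom 2 (Cfd and Igfbp3) and 1 (Cfd), genes named after their values were seen. Genes of other cell types were 72.7% of the lower calls in mesentery and 82.4% of those in adipose, against 6.7% of the genes tested. They were 23.1% of the higher calls in mesentery and 42.9% of those in adipose, where 16 of the 42 were genes of macrophages. Cluster 4, mostly of adipose on chow B, and cluster 8, mostly of the run B libraries on high fat diet, held much of this class in different groups. Igfbp3 and Esm1 are leading genes of cluster 22. In mesentery it held 187 cells on chow B and 14 on high fat diet B, and 2 and 2 in run A. The calls of these genes do not separate that difference from a change within other capillary-like cells. The count in mesentery was 0 without mesentery on chow B or without mesentery on high fat diet B, 23 without adipose on chow B, 107 without mesentery on high fat diet A, 119 without adipose on chow A and 145 without mesentery on chow A. The count in adipose was 11 without adipose on chow B, 13 without adipose on high fat diet B, 15 without mesentery on high fat diet B, 21 without mesentery on chow B, 144 without mesentery on high fat diet A, 149 without adipose on high fat diet A, 154 without adipose on chow A and 173 without mesentery on chow A.

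Lipid handling genes were tested as a list because the diet is rich in fat. In arterial-like cells of the mesentery, 26 of the 31 genes tested were higher on high fat diet, with a median log2 change of 0.83 and a mean of 0.81, against -0.02 for all genes. The camera test of limma gave an adjusted p of 0.000144 over 4 tests. Without a block, the list's median was 0.054 (mean -0.108) without mesentery on chow A. It was 0.235 without mesentery on high fat diet B and 1.752 without mesentery on chow B. With the block and 1 library left out, the median was 0.442 to 1.181. Without mesentery on chow A the camera p was 0.515 and without mesentery on high fat diet B 0.239, while with the run as a block it was between 2.62e-12 and 2.39e-06 without any 1 library. The call did not hold under fry (adjusted p 0.786) or with camera's estimated correlation (adjusted p 0.532). It held under fry with the block (adjusted p 0.0358). In cluster 1 alone the median was 0.40, with a camera adjusted p of 0.171 and of 0.00231 with the block. In adipose 22 of 31 genes were higher, the median was 0.28 and the camera adjusted p was 0.216. Without a block the list was lower on high fat diet without adipose on chow A (median -0.66, camera p 0.0446) and without adipose on high fat diet B (median -0.18, camera p 0.72). It was higher with an adjusted camera p of 0.0264 without adipose on high fat diet A and of 0.00097 without adipose on chow B. With the block the camera adjusted p was 0.00428 with all libraries, 0.135 without adipose on chow A, 0.311 without adipose on high fat diet A and 0.0568 in cluster 1 alone. Fry gave an adjusted p of 0.786 without the block and of 0.149 with it. Whether the list's change differed between the tissues was not tested.

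Adjusted over the list alone, edgeR called 0 of the 31 lipid handling genes in either tissue without the block, with 0 at an unadjusted p under 0.05. With the run as a block, 17 were called in mesentery adjusted over the list alone, each of them higher, and 11 over all genes tested. In adipose 2 were called adjusted over the list alone, Cd36 (higher) and Dgat2 (lower), and 0 over all genes tested, with 8 at an unadjusted p under 0.05. Of the 36 autophagy genes tested, 0 were called in either tissue, adjusted over the list alone or over all genes, without or with the block, with 0 at an unadjusted p under 0.05 in any of these fits. Their median log2 change was 0.10 in mesentery, with a camera adjusted p of 0.216, and -0.06 in adipose, with a camera adjusted p of 0.975. In mesentery, fry with the block gave an adjusted p of 0.0252 for this list and of 0.247 in cluster 1 alone.

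Cell-to-cell distance among arterial-like cells was compared because the title speaks of a loss of heterogeneity. From each library 103 cells with at least 1000 UMIs were used, which left out 155 shallower cells. The mean distance in mesentery was 0.7091 and 0.7442 on chow and 0.7146 and 0.7336 on high fat diet in runs A and B. In adipose it was 0.7235 and 0.7463 on chow and 0.7307 and 0.7348 on high fat diet. The 4 differences of high fat diet minus chow had a mean of -0.0024, with 2 above 0, both of run A, and 2 below 0, both of run B. The exact sign-flip permutation p was 0.75, and the smallest p this test allows is 0.125. The test takes the 4 differences as independent, although the summed counts of the same run deviated alike. Its p values can therefore be too small, also in the alternatives. Without thinning the mean difference was 0.005, with an exact p of 0.875. In cluster 1 alone, chosen after seeing the data, it was -0.0161, lower on high fat diet in 4 of 4 pairs, with the smallest exact p possible, 0.125.

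Mixing of the tissues among arterial-like cells asks how far cells of the mesentery and of adipose lie apart. On chow 38.37% (run A) and 33.04% (run B) of the nearest neighbours came from the other tissue, and on high fat diet 45.03% and 48.32%. Full mixing is 50.24% in run A and 50.04% in run B. The difference between diets was 10.97 percentage points ± 6.1 (SD, n = 2), higher on high fat diet in both runs, and it was not tested. It was 6.66 without run B and 15.28 without run A. Among the alternatives with both runs, cluster 1 alone moved it most, to 6.5 ± 6.13.

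**Figure D3:**
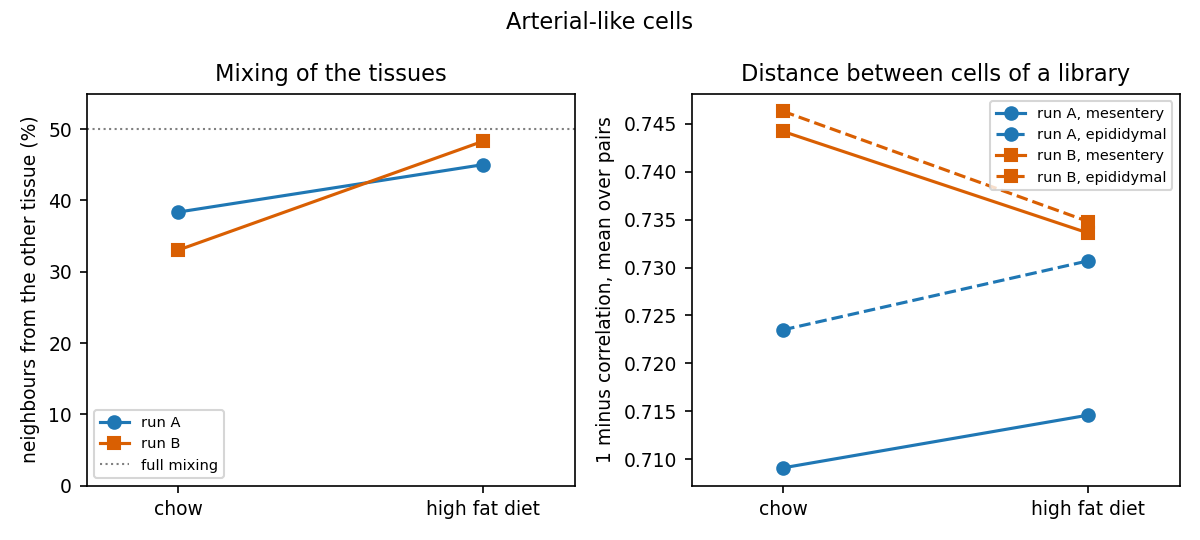
Left panel, percentage of nearest neighbours from the other tissue on each diet, 1 point per run and diet; right panel, mean of 1 minus the correlation between cells, 1 point per library, on an axis that does not start at 0. Mixing is higher on high fat diet in both runs (45.03 and 48.32%, against 38.37 and 33.04% on chow), and distance on high fat diet is higher in run A and lower in run B.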

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

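The tests of explanations in this part were chosen after the result they concern had been seen.

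Car3 stood out because its diet effect in arterial-like cells differed between the tissues in the fit with the run as a block, the only gene edgeR called for the interaction there. The difference of the diet effects (mesentery minus adipose) was 3.65 ± 0.47 on the log2 scale, with an edgeR adjusted p of 0.00286. With the block the change on high fat diet was -1.87 ± 0.32 in mesentery and -5.51 ± 0.38 in adipose, so Car3 was lower in both tissues. Without the block the difference was 3.32 ± 2.95 with an edgeR adjusted p of 1. The result rests on run B. Car3 was at 237.6 CPM in mesentery on chow, 64.56 CPM in mesentery on high fat diet, 957.3 CPM in adipose on chow and 20.07 CPM in adipose on high fat diet in that run, while each library of run A had 0 to 3 counts. With the block, the difference was 4.55 without mesentery on chow B and 3.42 without adipose on chow B. It was 0.27 without mesentery on high fat diet B and -0.88 without adipose on high fat diet B. edgeR called Car3 in none of these fits. DESeq2 and limma-voom with the block gave adjusted p of 1, with differences of 2.29 and 3.6.

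Free RNA spread alike over all cells of a library is argued against. In adipose on chow B, 39.2% of arterial-like cells (median 5490 UMIs) had a UMI of the 4 adipocyte markers, against 8.2% of lymphatic-like cells (median 3923 UMIs), a gap far larger than the depths differ. RNA of adipocytes in the arterial-like cells, from adherent adipocytes or free RNA taken up unevenly, stays open and cannot be told apart from a diet effect in the arterial-like cells. Of 177 other genes of adipocytes, 66.7% differed in the same direction as Car3, with a median of 0.24, against 50.7% and a median of 0.01 for all genes tested, which is below the bound of 1 written for that test. The 9 other leading genes of the adipocyte-like cluster that were tested, a list chosen after that outcome, had a median of 2.80 and all 9 (100%) went the same way as Car3. Adipocyte-like cells made up 8.2% of the cells of adipose on chow B and 0.12% of those on high fat diet B, and 8.68% and 0.17% in mesentery, so the amount of adipocyte RNA differed between diets in run B. A tissue-specific response to the diet remains an untested explanation.

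Macrophage-like cells, which no comparison of the report uses, made up 13.53% of the cells that passed the YFP sort in adipose on high fat diet B (573 cells, exact 95% interval 12.52 to 14.6%) and 0.55% (29 cells, 0.37 to 0.78%) on chow B. The share was higher on high fat diet in 4 of 4 pairs of libraries, with ratios of 1.57 and 5.21 in mesentery and 3.02 and 24.82 in adipose in runs A and B. In run A the counts were 9 to 19 cells per library. Doublets of macrophages and endothelial cells are argued against: the macrophage-like cells of that library had 2.14% of the level of the endothelial markers in its endothelial cells. Their median depth was 13216 UMIs against 3384 in endothelial cells, which alone would leave doublets open. A sort that let through more cells of every other type is also argued against, since the median ratio of the shares of the other classes was 2.31 and adipocyte-like cells fell to a ratio of 0.01. A sort that let through more macrophages alone, for instance through their own fluorescence, was not tested, and the reporter is not among the features. It cannot be excluded, and neither can the diet, which the design names. More macrophages in adipose tissue on high fat diet would go with the higher share in both adipose pairs. The cells come from a sort for endothelial cells, however, and their share is not that of the tissue.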

How the results depend on the processing

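The combinations of an alternative with the run as a block, fry with the block, cluster 1 alone, and distance and mixing without genes of other cell types were chosen after seeing the data; the other alternatives were fixed before. Where a result changed, the cause was not tested unless one is given.

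Of 194 alternative counts of genes without a block or with the block as the only change, 171 stayed within 1.5 times the reported count of 0. RLE normalisation, limma-voom, doublets kept, the stricter cell filter and each library left out gave 0 calls by edgeR or limma in all 12 comparisons, and both other resolutions in the 7 comparisons of arterial-like and capillary-like cells. Without the filter on low counts edgeR called 59 and 21 (diet in mesentery and adipose), 89 and 24 (tissue on chow and high fat diet) and 3 (interaction) in arterial-like cells, and 21 and 23 (diet) in capillary-like cells. DESeq2 called 1 and 1 (diet, arterial-like) and 2, 2, 87 and 7 (diet in both tissues, tissue on both diets, all endothelial cells). With the run as a block edgeR called 264 and 40 (diet), 305 and 12 (tissue) and 1 (interaction) in arterial-like cells, 3 and 2 (diet) and 4 (tissue on chow) in all endothelial cells, and 68 and 93 (diet) in capillary-like cells. The simulation with the run difference of the real sums gives a cause for the block: edgeR recovered 0 of 200 changed genes without it and 176 with it. The block also changed the counts of DESeq2 and limma-voom given in the report, the camera call of the lipid handling list in adipose, the fry calls of both lists in mesentery, the calls adjusted over the lipid handling list alone, and the calls of those named genes whose adjusted p with the block is under 0.05. With all libraries and the whole class it changed no other call. In fits that differ in a further choice it also turned the camera call of the lipid handling list in mesentery, in cluster 1 alone (adjusted p 0.171 without and 0.00231 with the block), without mesentery on chow A (0.687 and 7.04e-07) and without mesentery on high fat diet B (0.319 and 9.56e-06). In adipose, with 1 library left out, the block brought the list's camera call in 5 of 8 fits and removed it in 1. The correlations of 0.50 to 0.64 between groups of the same run in arterial-like cells are the check of this pairing.

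Of 113 alternatives to the counts with the block, 47 stayed within 1.5 times. For diet in mesentery (264) the block with DESeq2 gave 109, limma-voom 123, no filter 431 and cluster 1 alone 56, and leaving out 1 library 13 to 505. For diet in adipose (40) the values were 2, 0, 102 and, at resolution 2.0, 19, with 0 to 136 when 1 library was left out. For tissue on chow (305) DESeq2 gave 166, limma-voom 180, no filter 516 and cluster 1 alone 55, with 7 to 595. For tissue on high fat diet (12) DESeq2 gave 7, limma-voom 0, no filter 59 and the stricter cell filter 29, with 1 to 77. For the interaction (1) DESeq2 and limma-voom gave 0 and no filter 58, with 0 to 108. In capillary-like cells, for diet in mesentery (68) DESeq2 gave 3, limma-voom 2 and 1 library left out 0 to 145. For diet in adipose (93) DESeq2 gave 10, limma-voom 1, no filter 144 and 1 library left out 11 to 173. Counts were lowest without a library of run B and highest without mesentery on chow A. Where a group is left with 1 library, that library is assumed to vary like the others.

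Over 22 alternatives, 0 shares passed the limma threshold among the 8 tests of diet. Of 264 alternatives for single shares, 226 kept direction and side of the threshold, and 37 reversed, in results whose reported change was smaller than its standard error. The arterial-like share in mesentery became -0.092 and its interaction -0.124 at resolution 2.0, and in adipose it became -0.008 at resolution 0.5. The lymphatic-like share in adipose became -0.006 with the arcsine in place of the logit, and its interaction -0.008 with the stricter cell filter. Leaving out 1 library gave, for the share in mesentery, 0.10 to 0.51 (arterial-like), -1.80 to -0.60 (venous-like), -0.68 to 1.69 (capillary-like) and -1.15 to 1.90 (lymphatic-like). With the block these ranges were 0.253 to 0.355, -1.77 to -0.63, 0.153 to 0.859 and -0.259 to 1.007. In adipose, leaving out 1 library without the block gave -0.25 to 0.32 (arterial-like), -0.65 to 1.24 (capillary-like), -0.061 to 0.692 (venous-like) and -1.25 to 1.44 (lymphatic-like). For the interaction, leaving out 1 library gave -0.017 to 0.557 (arterial-like), -0.98 to 1.39 (capillary-like), -2.12 to -0.91 (venous-like) and -1.25 to 1.80 (lymphatic-like). With the block these were 0.136 to 0.405, -0.44 to 0.85, -2.085 to -0.947 and -0.35 to 0.91. The interaction of the venous-like share passed 0.05 in 1 alternative, with the block and without mesentery on high fat diet B, at a limma adjusted p of 0.0409.

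The distance between arterial-like cells kept its direction in 8 of 11 alternatives, and its exact permutation p stayed above 0.05 in all of them, which the design fixes. It reversed to 0.0016 at 2000 UMIs and to 0.005 without thinning, and was -0.011 and 0.0063 without run A and without run B. Mixing stayed within 1 SD of its value, with the same direction, in 10 of 10 alternatives, at 6.5 to 15.28 percentage points. Both are paired by run: their differences are taken within a run, and the sign-flip test of distance uses these differences.

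For the lipid handling list in mesentery, camera's p rose to 0.241 with the estimated correlation and to 0.0428 in cluster 1 alone, and p was 0.481 with fry and 0.0702 with fry and the block in cluster 1 alone, none of which passed the threshold after adjustment. Leaving out 1 library gave a p of 2.62e-12 to 0.515. In adipose the block gave a p of 0.00214, and leaving out 1 library 0.000485 to 0.72. For the autophagy list fry with the block gave a p of 0.00631 in mesentery and of 0.185 in cluster 1 alone. With 1 library left out and no block, this list kept its direction in mesentery. Its median was lowest without mesentery on chow B (0.005) and highest without mesentery on high fat diet B (0.186). In adipose its direction turned up with RLE normalisation (p 0.993, although the median stayed at -0.04), in cluster 1 alone (p 0.892, with the mean above 0 and the median below), there with the block (p 0.89) and there with fry and the block (p 0.956). Leaving out 1 library turned the direction up in 4 of 8 fits without the block (p 0.204 to 0.905) and in 3 of 8 with it (p 0.624 to 0.955), over a full range of 0.189 to 0.985. Of 96 alternatives for the lists, 67 kept direction and side of the threshold.

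Of 851 alternatives for single named genes, 739 kept direction and side of the threshold, 58 passed it in the same direction and 54 reversed. In mesentery Atg3, at a change of 0.00, became 0.08 with the block, 0.01 with RLE, 0.02 without the filter, 0.00 with DESeq2, 0.10 with limma-voom, 0.07 with doublets kept, 0.13 with the stricter filter, 0.01 at resolution 0.5 and 0.13 at resolution 2.0. Sqstm1 became 0.03 with the stricter filter. In adipose Lpl became 0.05 with the block, 0.31 with limma-voom and 0.01 at resolution 2.0, and Atg3 became 0.10 with the block, 0.08 with limma-voom and 0.39 with the stricter filter. The stricter filter also gave -0.13 for Gpihbp1, 0.33 for Nos3, -0.14 for Pparg and 0.09 for Sqstm1. Leaving out 1 library without the block leaves the runs unequal in the groups compared, which adds the run difference to the change. In mesentery this gave -1.15 to 4.48 (Cd36), -0.65 to 4.08 (Fabp4), -3.16 to 10.81 (Lpl), -1.87 to 5.10 (Gpihbp1), -0.42 to 0.85 (Cav1), -0.31 to 0.20 (Atg3), -1.13 to 0.28 (Sqstm1) and -0.21 to 0.52 (Map1lc3b). For Pparg and Nos3, which kept their direction, it gave 0.19 to 3.57 and -1.61 to -0.20. In adipose it gave -1.58 to 3.6 (Cst6), -6.97 to 0.79 (Car3), -1.65 to 3.67 (Cd36), -1.10 to 2.23 (Fabp4), -2.24 to 4.57 (Lpl), -1.73 to 3.54 (Gpihbp1), -0.66 to 0.30 (Cav1), -0.84 to 0.35 (Nos3), -0.90 to 2.29 (Pparg), -1.02 to 0.34 (Atg3), -0.46 to 0.16 (Sqstm1) and -0.55 to 0.27 (Map1lc3b). Between tissues on high fat diet it gave -10.05 to 1.21 for Gm1673.

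Depth limits the genes of run A most: its libraries had 3461360 to 6714473 UMIs, against 18829960 to 36779289 in run B. Under the stricter cell filter, capillary-like cells of mesentery on high fat diet A were too few to be summed, so that fit has 7 libraries. Each alternative fixed in advance gave a value.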

Other observations

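The tests with values of 0.44, 0.168, 10.28 and 60.0 in this part and the covariance of the diet difference in mesentery were chosen after the result they measure had been seen; the others were written before that, although the test of the lipid handling list was written when that covariance was known.

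The genes called between diets in arterial-like cells of the mesentery with the run as a block were weighed against the composition of the class. Cluster 16 held 66.7% and 31.9% of the class on chow and 23.9% and 4.3% on high fat diet in runs A and B. If that smaller share made the calls, the called genes should lose most of their change in cluster 1 alone. Their median ratio of log2 changes (cluster 1 over class) was 0.62, above the bound of 0.5 set for the test, but the test ran on genes chosen for the pattern. For the 264 genes that differed most in run A, the signed difference in run B was 0.375 in the class and 0.165 in cluster 1, a ratio of 0.44. For the 264 that differed most in run B, the signed difference in run A was 0.776 and 0.130, a ratio of 0.168. Both lie under 0.5, in tests chosen after the first one. Of the genes picked in run A, 59.1% kept their sign in cluster 1 and 64.8% in the class, and of those picked in run B 46.6% and 76.9%. Over 8150 genes, the covariance between the runs of the diet difference was 0.0865 in the class and 0.0044 in cluster 1, which goes with a change in composition and was seen before the tests on picked genes were chosen. A diet effect within arterial cells and a change in their composition therefore cannot be told apart for these calls; the few cells of cluster 1 in mesentery on chow A (59) keep it open. A change in composition may itself be a response to the diet or come from how the tissue was dissociated, which was not tested.

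The lipid handling list was weighed in the same way. Its median change in cluster 1 alone was 0.481 of that in the class, just under the bound of 0.5, and its mean change, looked at afterwards, was 0.575 of it, over the bound. A smaller share of cluster 16 and a change within arterial cells therefore cannot be told apart for the list. The outcome turns on the measure. Genes of the list, among them Fabp4, Fabp5, Gpihbp1, Aqp7 and Tcf15, are also leading genes of capillary-like cluster 3. The capillary-like share in mesentery rose on high fat diet, from 3.73 to 5.65% in run A and from 26.8 to 39.42% in run B. RNA of capillary-like cells in the arterial-like sums was not tested, so it stays open. Whether a change is left in cluster 1 alone depends on the test. There 23 of 30 genes were higher, with an adjusted p of 0.00231 for camera with the block, 0.171 for camera without it and 0.16 for fry with the block.

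Fewer genes were called between the tissues on high fat diet (12) than on chow (305) with the run as a block. This order depends on adipose on chow B: without that library 9 and 7 genes were called. A larger error on high fat diet with an equal difference is argued against. The covariance between the runs of the tissue difference over 8150 genes was 0.1394 on chow and 0.0502 on high fat diet, a ratio of 0.36, where a larger error alone would leave it near 1. A smaller share of cluster 16 on high fat diet and a smaller tissue difference within arterial cells cannot be told apart. In cluster 1 alone the covariance was 0.0384 on chow and 0.0478 on high fat diet, a ratio of 1.245, which goes with the first. Other values of cluster 1 go with the second: edgeR with the block called 55 genes on chow and 15 on high fat diet, mixing was 40.94% on chow and 47.44% on high fat diet, and the SD of the tissue difference over genes in run B was 0.412 and 0.314. The 59 cells of cluster 1 in mesentery on chow A keep it open. These are values across genes, which are not independent replicates, and the 2 runs allow no test of the ratio.

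Higher mixing of the tissues on high fat diet was 10.28 percentage points without genes of other cell types, against 10.97 with them. RNA of non-endothelial cell types is thus argued against as its cause, while RNA of other endothelial classes was not tested. In cluster 1 alone, mixing went from 44.26% on chow to 46.42% in run A and from 37.63 to 48.46% in run B. The difference there was 6.5 with an SD of 6.13 over the 2 runs. That is over the bound of 0.5 times the value in the class set for the test but within the spread of the runs, so the share of cluster 16 and a change within arterial cells cannot be told apart for this result.

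Of the 30 genes called lower on high fat diet in arterial-like cells of adipose with the block, 18 (60.0%) were genes of adipocytes, against 1.7% of the genes tested. These calls may come from RNA of adipocytes, since adipocyte-like cells made up 8.2% of the cells of adipose on chow B and 0.12% on high fat diet B. In run A the shares went the other way, 1.93% on chow and 8.9% on high fat diet. Of the 10 genes called higher in the same comparison, 4 (40%) were genes of macrophages and 3 (30%) were on the adipocyte list, but these 3 are the haemoglobin genes Hba-a1, Hbb-bs and Hbb-bt and so say nothing on RNA of adipocytes. Of the 269 genes of the list, 178 had enough counts in arterial-like cells to be tested, and a lower expression in arterial cells themselves was not excluded. The other lists held 2 (macrophage), 1 (fibroblast), 1 (B cell), 0 (mural) and 0 (T cell) of the 30 genes. Of the 166 genes called lower in arterial-like cells of mesentery, 23 were genes of fibroblasts, 14 of adipocytes and 8 of mural cells. Another 6 were of macrophages, 1 of T cells and 0 of B cells. A gene high in arterial-like cells alone can be on these lists, so a lower expression in arterial cells is not excluded here either.

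Some values belong to no comparison of the report. B-like cells made up 3.83% of the cells of mesentery on chow A and 14.27% on high fat diet A, and 2.43% and 1.55% in run B. T-like cells made up 6.42% and 9.07% in run A and 1.53% and 1.72% in run B of mesentery. Mural-like cells made up 12.47% and 3.45% of adipose on chow and on high fat diet in run A and 3.8% and 4.04% in run B. Fibroblast-like cells made up 0.89 and 2.31 times their chow share in adipose on high fat diet in runs A and B. In mesentery most of this class on chow was cluster 23, which is not clearly fibroblast, so no ratio is given. All of these cells passed the sort for YFP.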
